# *Rpph1* Upregulates CDC42 Expression and Promotes Hippocampal Neuron Dendritic Spine Formation by Competing with miR-330-5p

**DOI:** 10.3389/fnmol.2017.00027

**Published:** 2017-02-07

**Authors:** Yifei Cai, Ziling Sun, Huizhen Jia, Hongxue Luo, Xiaoyang Ye, Qi Wu, Yi Xiong, Wei Zhang, Jun Wan

**Keywords:** Alzheimer’s disease (AD), competing endogenous RNA (ceRNAs), ribonuclease P RNA component H1 (*Rpph1*), miR-330-5p, CDC42, spine formation

## Abstract

Alzheimer’s disease (AD) is a heterogeneous neurodegenerative disease. Recent studies employing microRNA-seq and genome-wide sequencing have identified some non-coding RNAs that are influentially involved in AD pathogenesis. Non-coding RNAs can compete with other endogenous RNAs by microRNA response elements (MREs) and manipulate biological processes, such as tumorigenesis. However, only a few non-coding RNAs have been reported in the pathogenesis of AD. In this study, we constructed the first competing endogenous RNA (ceRNA) network leveraging whole transcriptome sequencing and a previously studied microRNA-seq of APPswe/PS1ΔE9 transgenic mice. The underlying mechanisms for the involvement of ceRNA in AD were validated using the Dual Luciferase Reporter Assay, detection of transcription levels by quantitative RT-PCR and translation levels by Western blotting, and morphological examination in primary cultured neurons. In the ceRNA network, four lncRNAs (C030034L19Rik, *Rpph1*, A830012C17Rik, and Gm15477) and five miRNAs (miR-182-5p, miR-330-5p, miR-326-3p, miR-132-3p, and miR-484) are enriched in nine pathways and an AD-related gene pool. Among them, Ribonuclease P RNA component H1 (*Rpph1*) is upregulated in the cortex of APPswe/PS1ΔE9 mice compared to wild type controls. *Rpph1* binds to miR326-3p/miR-330-5p and causes the release of their downstream target *Cdc42*, which leads to CDC42 upregulation. This effect was disrupted upon mutation of the MRE on *Rpph1*. Moreover, overexpression of *Rpph1* increased dendritic spine density in primary cultured hippocampal pyramidal neurons, whereas knocking down of *Rpph1* had the reverse effect. In conclusion, *Rpph1* modulates CDC42 expression level in a ceRNA-dependent manner, which may represent a compensatory mechanism in the early stage of the AD pathogenesis.

## Introduction

Alzheimer’s disease is the most common cause of dementia and is the fifth leading cause of deaths in Americans over 65 years of age (Alzheimer’s Association, 2015). Genetic heterogeneity, life style and environmental factors all contribute to the development of this disease, with the formation of amyloid β (Aβ) plague being one of the hallmarks of AD pathology (Hardy and Selkoe, 2002; Mattson, 2004; Karch et al., 2014). However, the genetic basis of AD in humans remains largely unknown. Genome-wide sequencing studies have shown that protein coding genes only occupy approximately 2% of the total genes in the human genome (Salmena et al., 2011). Numerous non-coding genes, such as LncRNAs, microRNAs (miRNAs, miRs) and piRNAs, may also orchestrate the initiation and progression of AD in humans (Okazaki et al., 2002; Guttman et al., 2009; Mercer et al., 2009; Necsulea et al., 2014; Tay et al., 2014).

Long non-coding RNA was first described in 2002 and is defined as an RNA transcript longer than 200 nucleotides with no protein product (Okazaki et al., 2002). As one of the lncRNAs, *Rpph1* is well-known as an RNA subunit of RNase P, which participates in tRNA maturation (Evans et al., 2006) and has sometimes served as a reference gene (Soler-Alfonso et al., 2014). Surprisingly, *Rpph1* was differentially expressed in gastric cancer (Xia et al., 2014) and neocortical tissues of seizure patients (Lipovich et al., 2012). Therefore, *Rpph1* is unlikely to act merely as a “house-keeping enzyme” (Jarrous and Reiner, 2007), but its functions remain elusive. MiRNAs are 19–24 nucleotides single-stranded RNA that bind to target mRNAs and either silence or degrade their targets by recruiting the RISC (Gregory et al., 2005; Esteller, 2011). Considerable evidences have shown that miRNAs are actively involved in tumorigenesis and AD pathogenesis (He and Hannon, 2004; Kefas et al., 2009; Lee et al., 2009; Jeyapalan et al., 2011; Li et al., 2013; Luo et al., 2014). The competing endogenous RNA (ceRNA) hypothesis suggests that RNAs can crosstalk by binding to miRNAs through MREs and thereby prevent miRNAs from binding to their target mRNAs (Salmena et al., 2011). The ceRNA theory has been proven true in the development of cancers and AD (Poliseno et al., 2010; Jeyapalan et al., 2011; Xia et al., 2014). For example, *BACE1-AS* prevents the binding of miR-485-5p to BACE1, augments the expression of BACE1 protein, and promotes Aβ synthesis (Faghihi et al., 2010; Riva et al., 2016). More underlying ceRNA regulations in AD still need to be uncovered.

Neuronal miR-326 was reported as a tumor suppressor gene in the brain (Kefas et al., 2009), while miR-330 was reported to suppress breast cancer and colorectal cancer development by targeting CDC42 (Jeyapalan et al., 2011; Li et al., 2013). CDC42 is a member of the Rho GTPase family that is responsible for modulating actin dynamics, stimulating spinogenesis and enlarging spine heads (Racz and Weinberg, 2008; Wegner et al., 2008; Webb et al., 2015). Moreover, CDC42 is upregulated in hippocampal neurons in AD patients compared to age-matched controls (Zhu et al., 2000).

In this study, we constructed the first AD-associated ceRNA network using data from the whole transcriptome sequencing of the cortex of APPswe/PS1ΔE9 transgenic mice and a previously reported microRNA-seq database (Luo et al., 2014). *Rpph1*, serving as an lncRNA hub in the ceRNA network targeting miR-330-5p and miR-326-3p, was found to be upregulated in APPswe/PS1ΔE9 cortexes and hippocampi. Both miR-330-5p and miR-326-3p were predicted to target CDC42, which is involved in the regulation of the actin cytoskeleton pathway. Both miR-326-3p and miR-330-5p directly bind to *Rpph1*. MiR-330-5p also induces downregulation of CDC42. Furthermore, overexpression of *Rpph1* induced upregulation of CDC42 and increased dendritic spine density, while the knocking down of *Rpph1* reduced CDC42 level and impaired dendritic spine formation. Taken together, we now show that *Rpph1* competes with endogenous miR-330-5p and subsequently upregulates CDC42 to modulate actin dynamics in primarily cultured pyramidal hippocampal neurons.

## Materials and Methods

### Tissue Samples and Genotyping

APPswe/PS1ΔE9 double transgenic mice were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China) and were originated from B6.Cg-Tg (APPswe/PS1ΔE9) 85Dbo/Mmjax mice of The Jackson Laboratory). C57BL/6J mice were used as wild type (WT) controls. Mice were single-housed and bred in SPF condition IVC cages under a temperature of 23°C and a humidity of 50–60% with circadian rhythm illumination. Genotyping was performed by PCR with human *APP* and *PS1* genes, while the mouse *App* gene was used as an internal control (**Supplementary Figure S1**; **Supplementary Table S1**). Phenotyping was performed by Aβ deposition immunostaining. Two- or twelve-month-old male mice, weighing 22–25 g, were anesthetized with sodium pentobarbital and sacrificed by cervical dislocation. All procedures were approved by the Animal Use and Care Committee of Shenzhen Peking University-The Hong Kong University of Science and Technology Medical Center (SPHMC) (protocol number 2011-004). Tissues from three male C57BL/6J mice aged at 2 months were used for *Rpph1* expression profile analysis.

### RNA Extraction and qRT-PCR

Total RNA was extracted using TRIzol Reagent (Sigma) according to the manufacturer’s protocol. RNA quantity was measured using a NanoDrop 2000 (Thermo Fisher Scientific). Quantitative RT-PCR was performed using the GoScript^TM^ Reverse Transcription System (Promega) in a C1000 Thermal Cycler (Bio-Rad). Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) or β-actin was used as internal control. Relative quantification of gene expression levels was calculated by 2^-ΔΔCt^ method. All primers are listed in **Supplementary Table S1**.

### Whole Transcriptome Sequencing and Computational Analysis

RNAs from cortical tissues of two 12-month-old male APPswe/PS1ΔE9 mice and two age-matched male WT mice (body weight 23–25 g) were used for whole transcriptome sequencing (Jiang et al., 2012) on an Illumina HiSeq2500 platform with 100 bp paired sequence at the Shanghai Biochip Corporation. In total, 3 μg of purified total RNA was isolated with a ribo-zero kit, followed by strand-specific RNA seq. Briefly, first-strand cDNA synthesis was carried out using SuperScript II kit (Invitrogen, Carlsbad, CA, USA) in the presence of a hexamer random primer. Second-strand cDNA was synthesized before end-repair and dA-tailing, and DNA fragments were ligated with a TruSeq adapter and amplified with TruSeq PCR primers for sequencing. Reads that were longer than 35 nucleotides and had no more than 2 N (ambiguous nucleotides) were retained. Moreover, paired reads that mapped to the SILVA database^1^ were discarded. The cleaned reads of each sample were aligned to the mouse RNA Ensembl database^2^ by FANSe2, allowing 7 nucleotide mismatches. All unigene clusters with at least 10 mapped reads were considered as reliable transcripts. To analyze differentially expressed unigenes, the expression of each unigene of different samples was converted to CPM (count per million) by the edgeR package. Transcripts with a false discovery rate (FDR) value lower than 0.05 and a fold change over ±1.5 were categorized as differentially expressed. The data are accessible at the NCBI GEO database, accession GSE87550.

### ceRNA Network Construction

Construction of the ceRNA network included four steps: (a) Differentially expressed lncRNAs in whole transcriptome sequences were screened using a cutoff fold change ≥± 1.5 with an FDR < 0.05. To get better robustness and reliability of the network, we strictly screened differentially expressed mRNA and ncRNA with the following criteria: expression level of Gene X was recorded for each sample: A1, A2 (APP/PS1), B1, B2 (WT). If Average (A1, A2)/Average (B1, B2) > 1.50 and if Min (A1, A2)/Max (B1, B2) < 1, then eliminate Gene X; if Average (A1, A2) /Average (B1, B2) < 0.67 and if Max (A1, A2)/Min (B1, B2) > 1, then eliminate Gene X; (b) lncRNA – miRNA interactions were predicted by the DIANA lncBase (Paraskevopoulou et al., 2013a)^3^ and the following website has the latest version: http://carolina.imis.athena-innovation.gr/diana_tools/web/index.php?r=lncbasev2\%2Findex-predicted; (c) predicted miRNA targets with a Tpm < 10 in our previous miRNAseq (Data accessible at NCBI GEO database, accession: GSE55589) (Luo et al., 2014) were removed; (d) miRNA–mRNA interactions were predicted by the DIANA web server, v5.0 (Paraskevopoulou et al., 2013b), with the support of TargetScan and Miranda^4^, and TarBase v7.0 (Vlachos et al., 2015) provided miRNA–mRNA interactions with experimental support; (e) Predicted target mRNAs were classified by KEGG analysis with DAVID Bioinformatics Resources 6.7^5^ and screened in the Alzheimer’s gene pool in GeneCards^6^.

### Cell Culture and Stressor Tests

Cortical and hippocampal neurons were isolated from E16–E18 mouse brains and seeded on poly-L-lysine (Sigma)-coated Petri dishes and cultured in Neurobasal medium (Life Technologies) containing 2% B27 (Life Technologies) at 37°C in an incubator with 5% CO_2_. For dendritic spine study, hippocampal neurons were seeded in general medium with 10% FBS for the first 4 h, followed by general medium replacement for further culturing. Culture media were half-replaced every 3 days. Neuro-2a (ATCC) and HEK 293T (ATCC) cell lines were raised in DMEM (Life Technologies) plus 10% FBS (HyClone) and antibiotics at 37°C in an incubator with 5% CO_2_. To induce differentiation, Neuro-2a cells were grown in DMEM containing 0.5% FBS, 10 μM retinoic acid (RA) (Sigma) and antibiotics for more than 24 h.

Stressor tests were performed with differentiated Neuro-2a cells in differentiation medium (without RA) under the following conditions, respectively: H_2_O_2_ (Guangzhou chemical reagent factory, Guangzhou, China) 50 μM; glucose (Sigma) 25 mM; amyloid beta 1–42 1 and 4 μM (Sigma); hyperthermia in a 42°C incubator with 5% CO_2_; three control sets including general medium only, 10 μl PBS and 1 mM ammonium hydroxide. After exposure to the indicated stressors for 12 h, cells were harvested for RNA isolation. Aβ 1–42 was dissolved in 100 μl PBS with 0.2% ammonium hydroxide, and oligomers were prepared in a 37°C water bath for 12 h.

### Plasmid, Reagents, and Antibodies

Wild type and mutant *Rpph1* sequences were cloned into pcDNA4a (Invitrogen) and psiCHECK2 (Promega) vectors. MREs of miR-326-3p (5′-CCCAGAG-3′) and miR-330-3p (5′-CCCAGAGA-3′) on *Rpph1* were mutated into 5′-GCACAGAC-3′. All plasmids were prepared in endotoxin-free conditions by QIAGEN Plasmid Midi Kit (Qiagen) or Tiangen Plasmid Mini Kit (Tiangen Biotech., Beijing, China). H_2_O_2_ was from the Guangzhou chemical reagent factory, Guangzhou, China. Glucose and Aβ 1–42 were purchased from Sigma Aldrich. MiR-326-3p and miR-330-3p mimics were purchased from RiboBio, Co., Ltd. (Guangzhou, China). Rabbit polyclonal antibodies against CDC42 and β-actin were from Abcam (ab187643) and Cell Signaling Technology (4970), respectively. The secondary goat anti-rabbit IgG antibody (A9169) was from Sigma.

### Dual Luciferase Reporter Assay

Eighty percentage confluent HEK 293T cells were transfected with Lipofectamine 2000 reagent (Life Technologies). Luciferase and Renilla activity were measured by a Dual Luciferase Reporter Assay System (Promega) at 36 h after transfection. Six independent experiments were performed.

### Transfection and RNA Interference

For the transfection of miR-326-3p, miR-330-3p, *pcDNA-Rpph1-wt* and *pcDNA-Rpph1-mutant* into Neuro-2a cells, 4 × 10^5^ cells were seeded in a 35-mm dish. A 100 nM mimic or negative control was transfected using the Lipofectamine 3000 reagent (Life technologies) the next day in DMEM with 10% FBS. After 12 h, the same transfection procedure was performed again. Cells were lysed for protein collection 72 h after the second transfection. For dendritic spine study, 1.5 × 10^5^ dissected hippocampal neurons were seeded into one well of a 24-well plate. Calcium transfection was performed at DIV9 using a CalPhos^TM^ Mammalian Transfection Kit (Clontech). 1 μg *pcDNA-Rpph1* and *pcDNA* vector backbone or 100 nM *Rpph1* siRNA was co-transfected with pEGFP at a molar ratio of 4:1. Cells were fixed at DIV15. For the RNA interference study, 100 nM *Rpph1* siRNA (5′-AAGAGUGACACGCACUCAGCACGUG-3′) was transfected into Neuro-2a cells using Lipofectamine 3000 reagent, with high-GC siRNA (Invitrogen) as the negative control. SiRNA transfection efficiency was tested by transfecting Alexa fluor 555-labeled scrambled siRNA (Invitrogen) into Neuro-2a cells (**Supplementary Figure S2A**). Three siRNA candidates were employed under the same transfection protocol (**Supplementary Figure S2B**).

### Western Blotting

Protein samples were lysed in RIPA buffer with a protease inhibitor cocktail (Sangon) and 1 mM phenylmethanesulfonyl fluoride (Sigma). Proteins were quantified by Bradford protein assay and separated with 10% SDS-PAGE. Gel separated proteins were transferred to a PVDF membrane followed by Western blotting with a primary antibody at 4°C overnight and horseradish peroxidase-conjugated secondary antibody for 2 h. Signals were developed with a Western Lightning PLUS kit (NEL105001EA, PerkinElmer). Optical density was quantified by Quantity One (Bio-Rad).

### Fluorescence Immunostaining and Image Acquisition

Neurons were fixed in a 4% PFA-PBS solution for 20 min at room temperature and permeablized and blocked in PBS containing 1% bovine serum albumin, 4% goat serum and 0.4% Triton X-100 for 30 min at room temperature. Cells were stained with primary antibodies at 4°C overnight followed by fluorescence–conjugated secondary antibodies for 2 h at room temperature. Finally, cells were stained with DAPI, washed with PBS followed by deionized water and mounted with antifade mounting medium (Beyotime). Images of cortical neurons were captured by a Zeiss LSM 710 confocal microscope with a 40x objective, while those of hippocampal neurons were captured with a Z-stack, followed by maximum intensity projection with a 40x objective. Images were analyzed with Zen 2012 (Zeiss) and ImageJ (NIH).

### Statistical Analysis

Data are presented as mean ± SEM and as differences among groups. **Figures 3F**,**4B,C,E,F**, and **5B** were analyzed by ANOVA with Bonferroni analysis, while the rest of the data were analyzed by a two-tailed Student’s *t*-test. All statistical analyses were performed by the SPSS Statistics v20.0 and 24 software package (IBM). *P*-values < 0.05 were considered statistically significant.

## Results

### Identification of Seed lncRNAs in 12-Month-Old APPswe/PS1ΔE9 Transgenic Mice

To identify the potential contribution of lncRNAs in AD, we conducted whole transcriptome sequencing in cortical samples of 12-month-old APPswe/PS1ΔE9 transgenic mice. 

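RNA from the cortex of 2 male APPswe/PS1ΔE9 mice (APP), a transgenic model of AD, and of 2 age-matched male WT mice was depleted of ribosomal RNA and sequenced with a strand-specific protocol. The authors aligned the reads to Ensembl mouse transcripts with mismatches allowed, discarded read pairs that mapped to ribosomal RNA, and deposited the number of reads counted on each of 37539 transcripts, without normalization. The libraries are named here as in Supplementary Table S2. Library APP.3 held 28525117 counts and APP.4 held 31392983, while WT.1 held 43881196 and WT.2 held 35623228. A single transcript, the mitochondrial ribosomal RNA mt-Rnr2, took between 7.59% and 10.3% of the counts of a library. By their identifiers, 36858 of the transcripts were matched to GENCODE M21, and their counts were summed per gene. The 681 unmatched transcripts were kept as features of their own. This gave 18386 features, of which 15390 were mRNAs, 2790 were lncRNAs and 198 were mid-size ncRNAs by the transcript types in the deposited file, where a gene with any protein-coding transcript is an mRNA. All of them had at least 10 counts over the 4 libraries. The groups were compared with edgeR's quasi-likelihood test after TMM normalization, at the study's cut-offs of a fold change of 1.5 and an FDR of 0.05. With 2 mice per group, an exact two-sided permutation test of a single gene cannot give a p below 0.333. The adjusted p-values therefore rest on the spread that edgeR shares between genes. Standard errors of log2 fold changes were derived from the F statistic of edgeR's quasi-likelihood test, so they are not the measured spread between mice. On simulated counts of this depth, edgeR's quasi-likelihood test called 97% of the genes changed by a factor of 4. It called 71% of those changed by a factor of 2, and 0 of the unchanged genes. The changed genes were drawn without those of few counts, and both groups were given the same trended dispersion. These shares therefore do not carry over to genes with few counts or to unequal spread between the groups.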

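Between the cortical samples of APP and WT mice, 162 features passed both cut-offs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 155 of them higher and 7 lower in APP. They comprised 157 mRNAs, of which 151 were higher and 6 lower, and 5 lncRNAs, of which 4 were higher and 1 lower. The number of mid-size ncRNAs was 0, with 12 past the fold change at an unadjusted p under 0.05. The choice of test moved these numbers most. edgeR's likelihood ratio test gave 391 features, of which 350 were mRNAs, 37 lncRNAs and 4 mid-size ncRNAs, and all 162 were among them.

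**Figure D1:**
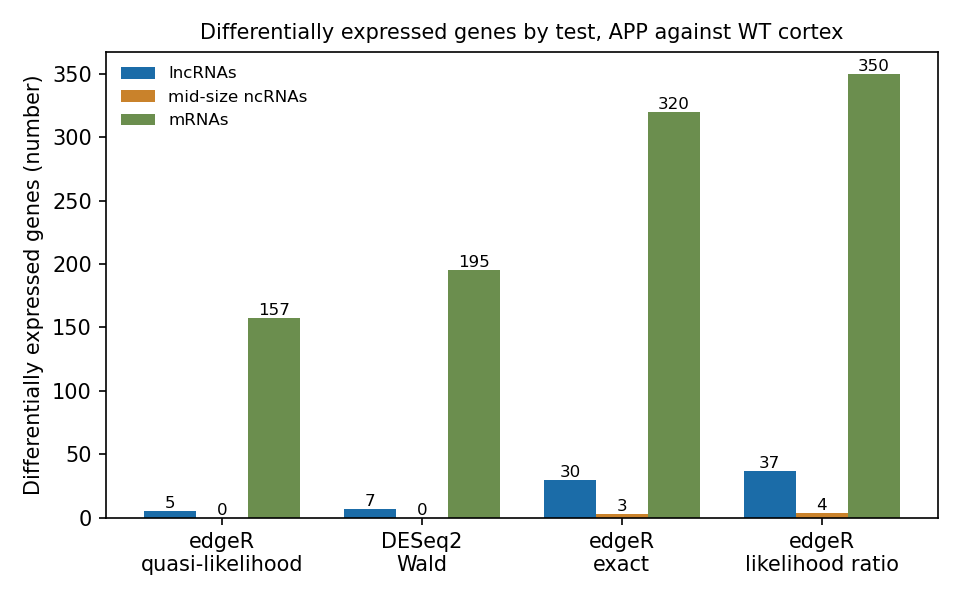
Differentially expressed lncRNAs, mid-size ncRNAs and mRNAs (number of genes, vertical axis) in APP against WT cortex under each of 4 tests (horizontal axis), at the study's cut-offs. The number of lncRNAs runs from 5 with edgeR's quasi-likelihood test to 37 with its likelihood ratio test.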

Overall, 47 lncRNAs, 3 mid-size ncRNAs and 286 mRNAs were found to be differentially expressed in APPswe/PS1ΔE9 cortical samples compared to WT controls (fold change ≥± 1.5, FDR < 0.05) (**Figures 1A–D**; **Supplementary Tables S2** and **S3**).

**FIGURE 1:**
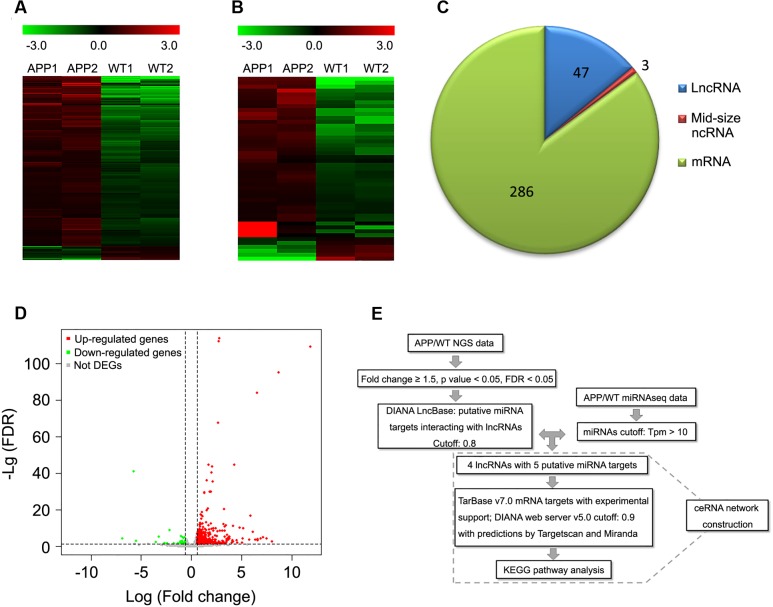
**Differentially expressed lncRNAs and mRNAs in whole transcriptome sequencing of APPswe/PS1ΔE9 transgenic mouse cortical samples**.Heat maps derived from differentially expressed mRNAs **(A)** or lncRNAs **(B)** in cortical samples of 12-month-old APPswe/PS1ΔE9 mice (APP) and wild-type mice (WT) under unsupervised hierarchical clustering. Upregulated genes are represented in red, while down-regulated genes are represented in green. **(C)** Pie chart of differentially expressed lncRNAs, mid-size mRNAs and mRNAs. **(D)** Volcano plot representing up-regulated (red), down-regulated (green) and not differentially expressed genes (DEGs) (gray). **(A–D)** Were screened under the following cutoffs: fold change ≥ ± 1.5 with FDR < 0.05. **(E)** Flowchart of ceRNA network construction. (i) Differentially expressed lncRNAs were screened by cutoffs of fold change ≥ ± 1.5 with FDR < 0.05. (ii) lncRNA–miRNA interaction was predicted by DIANA LncBase. (iii) miRNAs were removed when Tpm was less than 10 in APPswe/PS1ΔE9 miRNAseq. (iv) Potential mRNA targets of miRNAs were predicted by TarBase v7.0 and the DIANA web server v5.0 with support of TargetScan and Miranda. (v) KEGG analysis was performed among the mRNA targets.

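The libraries were also compared over genes not selected for differential expression. Over the 14667 genes with a mean above 1 CPM, Pearson's r of the log2 values across genes, which are not independent replicates, was 0.995 between WT.1 and WT.2 and 0.988 between APP.3 and APP.4. Between an APP and a WT library it ranged from 0.986 to 0.988. Average linkage clustering joined WT.1 with WT.2 first, at a distance of 0.00515, then APP.3 with APP.4 at 0.0121, and the pairs at 0.0132. The chi-square per degree of freedom between replicates, which is near 1 where only counting error separates them, was 30.3 in APP and 5.40 in WT.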

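Among the differentially expressed lncRNAs, the pseudogene Lamr1-ps1 (chromosome 2 of GRCm38, 131904086 to 131904959) had 402 and 412 counts in APP.3 and APP.4 and 0 in each WT library, at least 178-fold higher in APP. Its adjusted p was 1.38e-05 (edgeR's quasi-likelihood test, as for the other adjusted p-values here). The pseudogene Gm8822 on chromosome X fell by 5.74 on the log2 scale (standard error 0.44, adjusted p = 0.000682). C4a on chromosome 17, a processed transcript in GENCODE M21, is in the lncRNA class by its transcript types alone. It had 24.5 ± 1.13 CPM in APP and 3.75 ± 0.270 in WT (SD, n = 2), a log2 fold change of 2.70 (standard error 0.11, adjusted p = 1.38e-05). Genes similar to C4a were not searched for, so reads shared with another gene were not excluded. The remaining lncRNAs were Gm8995, with a log2 fold change of 1.50 (adjusted p = 0.0182), and 1700020N18Rik, at least 7.66-fold higher in APP. The latter passed narrowly (adjusted p = 0.0478) and did not pass with DESeq2 (adjusted p = 0.0532). Of the mRNAs with the largest changes, Cst7 had 328 and 384 counts in APP against 2 and 0 in WT, at least 155-fold higher. Clec7a had 10.8 CPM in APP and 0.113 in WT, a log2 fold change of 6.53 (standard error 0.24, adjusted p = 1.06e-05). Gm5900, a processed pseudogene in GENCODE M21, was at least 22.8-fold (adjusted p = 0.00188) and Hcar2 at least 6.72-fold higher in APP (adjusted p = 0.0466). Avp was at least 25.6-fold higher on average (adjusted p = 0.0412), with 18 counts in APP.3 and 102 in APP.4. Its bound was 8.12 without APP.4 and 43.1 without APP.3. App, on which reads of the human transgene can be counted, had a log2 fold change of 1.52 (standard error 0.07, adjusted p = 2.11e-05). Prnp, whose promoter drives the transgenes, had one of 1.71 (adjusted p = 1.57e-05). Gapdh and Actb, the study's reference genes, had log2 fold changes of -0.12 and 0.00 and did not differ beyond the replicate error (adjusted p = 0.593 and 0.996).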

### LncRNA–miRNA Interaction Prediction

Given the hypothesis that RNAs may crosstalk through MREs as an RNA language, we next predicted lncRNA–miRNA interactions using the DIANA LncBase. Specifically, 47 differentially expressed lncRNA Ensembl gene IDs were inputted into the DIANA LncBase, and four of them obtained nine predicting miRNA targets (filter cutoff 0.8). 

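Of the lncRNAs in Supplementary Table S2, 46 were matched to a gene counted here. By gene type in GENCODE M21, 24 of these are protein coding and 22 have another type. In the deposited file 24 of the genes have a protein-coding transcript, 23 of them among the former. All 46 changed in the direction of the table and had non-overlapping groups, but the study had selected them on these libraries. The 3 mid-size ncRNAs of the same table also changed in its direction, but 0 of them had non-overlapping groups. By edgeR's quasi-likelihood test, 13 of the listed lncRNAs passed both cut-offs, of which 3 were in the lncRNA class used here and 10 in the mRNA class. By its exact test 42 of them passed. Over both supplementary tables, 157 of the 336 listed genes (46.7%) passed by the first test and 316 by the second.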

To interrogate the roles of these predicted target miRNAs in AD pathogenesis, we utilized a previously published miRNAseq data set of APPswe/PS1ΔE9 transgenic mice (Luo et al., 2014) and those with transcripts per million (Tpm) less than 10 were removed. As a result, we obtained four seed lncRNAs targeting five miRNA targets (**Figure 1E**; **Supplementary Table S4**).

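Rpph1, the RNA component of RNase P, lies on the minus strand of chromosome 14 of GRCm38 from 50807449 to 50807767 as 1 exon of 319 nucleotides. Its annotation overlaps that of Ccnb1ip1, which had at most 33 counts in a library. The miR-330-5p element CCCAGAGA occurs once in Rpph1, at nucleotides 125 to 132 of the transcript (50807636 to 50807643), in the sequence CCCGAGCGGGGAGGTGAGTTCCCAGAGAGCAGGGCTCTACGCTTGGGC, and its first 7 bases are the element of miR-326-3p. Rpph1 had 3234 ± 889 CPM in APP and 2104 ± 113 in WT (SD, n = 2), a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.114 from edgeR's quasi-likelihood test). With the other tests and scalings, the adjusted p ranged from 0.00738 with edgeR's exact test to 0.492 with DESeq2. The log2 fold change was 0.31 without APP.3 and 0.88 without APP.4. Rprl1, Rprl2 and Rprl3, genes similar to Rpph1 with which it can share reads, together had 107 counts in APP.3 and between 22867 and 26653 in each of the other libraries. With the counts of the 4 genes summed, a setting chosen after seeing the data, the log2 fold change was 0.40 (standard error 0.08, adjusted p = 0.0593 from edgeR's quasi-likelihood test).

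**Figure D2:**
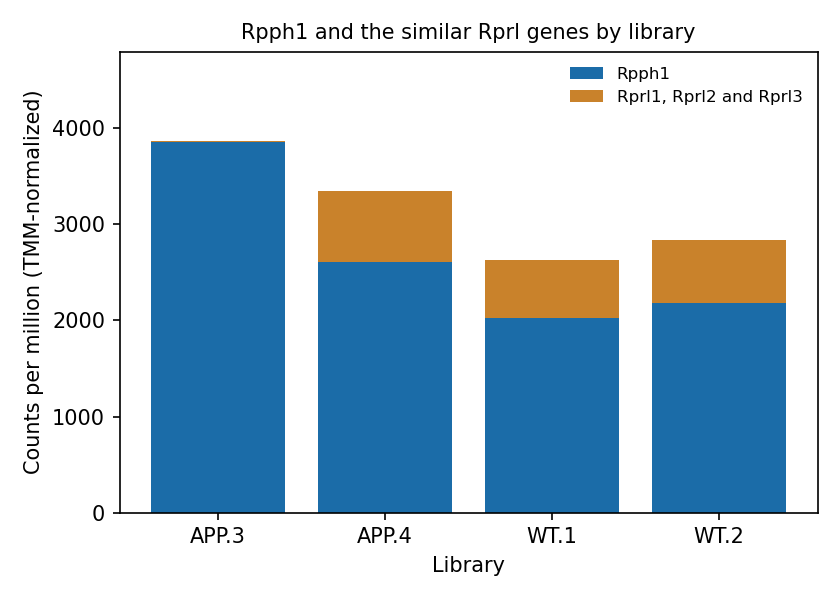
CPM of Rpph1 and, stacked on it, of Rprl1, Rprl2 and Rprl3 together (vertical axis) in each library (horizontal axis). Rpph1 has 3862 CPM in APP.3, 2605 in APP.4, 2024 in WT.1 and 2184 in WT.2, and the similar genes have 3.69 CPM in APP.3 and 738 in APP.4.

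The other seed lncRNAs had few counts. C030034L19Rik on chromosome 3 had 15 counts in APP.3, 4 in APP.4, 1 in WT.1 and 0 in WT.2, on average at least 4.23-fold higher in APP (adjusted p = 0.202 from edgeR's quasi-likelihood test). This bound was 1.69 without APP.3 and 6.76 without APP.4. A830012C17Rik on chromosome 4 had 5 and 12 counts in APP and 1 in each WT library, on average at least 3.66-fold higher (adjusted p = 0.210 from the same edgeR test), with a bound of 2.25 without APP.4. Gm15477 on chromosome 5 was lower in APP, with 0.573 ± 0.262 CPM against 1.45 ± 0.0125 (SD, n = 2) and a log2 fold change of -1.34 (standard error 0.37, adjusted p = 0.169 from the same edgeR test). All 3 passed both cut-offs with edgeR's exact and likelihood ratio tests. From its list of differentially expressed lncRNAs, the paper takes as seeds those with predicted miRNA targets above its filter on miRNA expression.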

### Identification of Potential mRNA Targets of miRNAs Enriched in Signaling Pathways and an AD-Related Gene Pool

To further establish the lncRNA-miRNA-mRNA interaction network, we first searched valid mRNA targets of miRNAs by TarBase v7.0 with experimental support. We then predicted potential mRNA targets through the DIANA web server v5.0 with the support of Miranda and TargetScan (filter cutoff 0.9). In total, 1082 mRNA targets were inputted into DAVID for KEGG pathway analysis, and 173 of them were enriched in the top eight AD-related pathways as following: adherent junction, insulin signaling pathway, focal adhesion, neurotrophin signaling pathway, MAPK signaling pathway, regulation of actin cytoskeleton (FDR < 0.05, *p* < 0.05), ErbB signaling pathway, and long-term potentiation and axon guidance (*p* < 0.05). Next, these mRNA targets were screened in the AD-related gene pool annotated by GeneCards, and 113 genes that were not involved in KEGG pathways were listed as AD-related genes (**Figure 2**; **Supplementary Tables S4** and **S5**).

### Construction of the ceRNA Network

Competing endogenous RNA network was constructed to include 4 seed lncRNAs, 5 miRNAs, and 1082 mRNAs. Moreover, the top eight enriched AD-related signaling pathways and the AD-related gene pool were outstanding in the network, except for focal adhesion, which shared identical genes with the other pathways. Overall, 1091 nodes with 1117 edges were found. We found that some mRNAs interact with two or more miRNAs in the network and that some mRNAs were enriched in more than one signaling pathways as well as the AD-related gene pool. To simplify the network, each mRNA is only shown in one signaling pathway, and those appear in multiple pathways or in the gene pool are shown in bold (**Figure 2**). More detailed information is shown in **Supplementary Tables S4**–**S6**.

**FIGURE 2:**
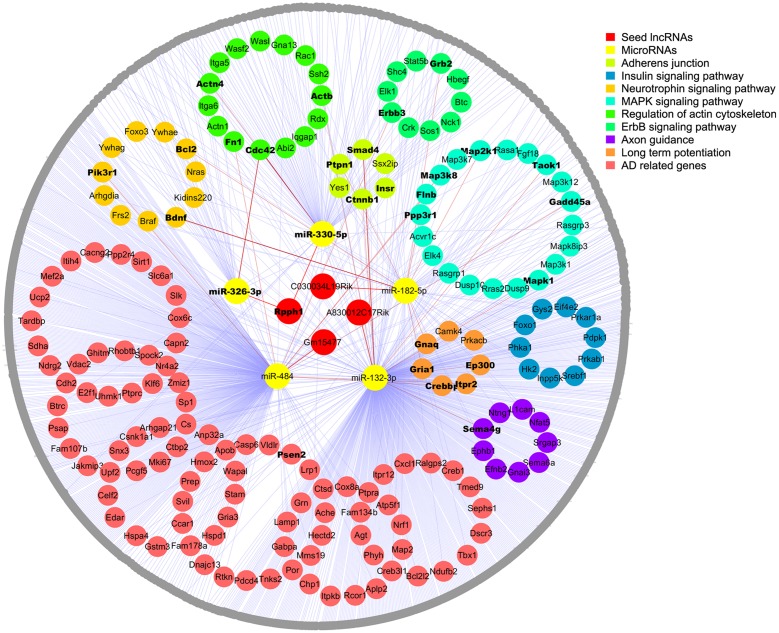
**Competing endogenous RNA network in the APPswe/PS1ΔE9 transgenic mouse model**.Four lncRNAs (red) and five miRNAs (yellow) are shown in the center; mRNAs enriched in the top eight KEGG pathways are colored and circled. The rest of the mRNA targets are shown in gray. Edges representing interactions. AD-related genes enriched in KEGG pathways are shown in bold inside dots and the gene names of gray dots are listed in the **Supplementary Material**.

### *Rpph1* Is Upregulated in APPswe/PS1ΔE9 Mice and by Stressor Treatments

The expression levels of the four hub lncRNAs in 12-month-old APPswe/PS1ΔE9 and WT mouse cortical samples were examined. Expression levels of both *Rpph1* and Gm15477 (abbr: Gm15) were upregulated (**Figure 3A**). Given the hypothesis that the more MREs a RNA has the more important role it may play in the ceRNA network, we further studied *Rpph1*, which was predicted to interact with both miR-326-3p and miR-330-5p. *Rpph1* is located on Chr14q11.2 of the mouse genome (**Figure 3B**). To study the expression profile of *Rpph1*, we tested *Rpph1* RNA levels in the organs of three 2-month-old C57/BL6 mice. Our results showed that *Rpph1* is widely expressed in different organs and is abundantly expressed in the brain, lung and spleen (**Figure 3C**), consistent with previously reports (Ame et al., 2001). In our study, *Rpph1* expression level in the spleen is significantly higher than that in other organs (ANOVA with Bonferroni analysis, *F* = 6.496, 0.01 < *p* < 0.05). We examined *Rpph1* RNA levels in cortical and hippocampal samples of 9–12-month-old APPswe/PS1ΔE9 and WT mice using quantitative RT-PCR. *Rpph1* level was elevated in both cortical and hippocampal samples of APPswe/PS1ΔE9 transgenic mice compared to those of WT mice (**Figure 3D**). Of note, its predicted downstream target, *Cdc42*, was also upregulated in cortical samples in APPswe/PS1ΔE9 mice compared to those of WT (**Figure 3E**). Since multiple cell stressors have been implicated in the pathogenesis of AD (Tong et al., 2005; Borghi et al., 2007), we further asked which factors can lead to an elevation of *Rpph1* RNA levels. Differentiated Neuro-2a cells were exposed to hyperthermia, hydrogen peroxide (H_2_O_2_), high glucose, 1 or 4 μM Aβ 1–42, PBS and ammonium hydroxide for 12 h. *Rpph1* levels were upregulated to 1.37- and 1.54-fold following exposure to 1 and 4 μM Aβ 1–42, respectively (**Figure 3F**), compared to general medium treatment (control). Similar results were obtained with PBS and 1 mmol/L ammonium hydroxide treatment. These results suggest that Aβ 1–42 is the major factor reinforcing the upregulation of *Rpph1* in AD. *Cdc42* showed no significant change in the stressor test.

**FIGURE 3:**
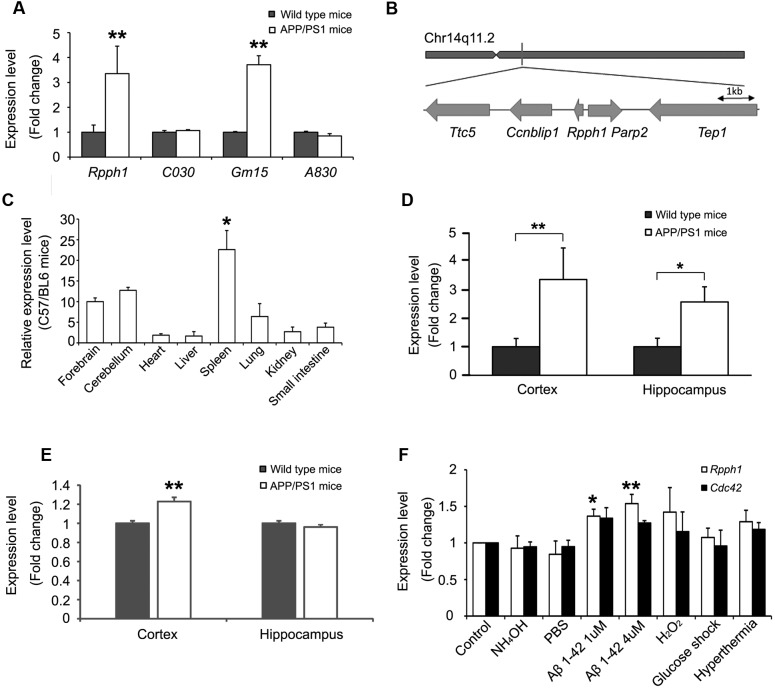
***Rpph1* was upregulated in APPswe/PS1ΔE9 mice and when under stressor treatments.(A)** Expression level of hub lncRNAs in 12-month-old APPswe/PS1ΔE9 and WT mouse cortical samples (biological replicates *n* = 17). **(B)** Genomic location of *Rpph1* and the adjacent protein coding genes. **(C)** *Rpph1* expression profile in adult C57/BL6 mouse tissues. *Rpph1* **(D)** and CDC42 **(E)** expression level in 9–12-month APPswe/PS1ΔE9 and WT mouse cortices (biological replicates *n* = 17) and hippocampal (biological replicates *n*= 14) samples. **(F)** qRT-PCR analysis of the *Rpph1* and *Cdc42* expression levels of stressor treatments in the Neuro-2a cell line. Different vehicles including culture medium (control), NH_4_OH and PBS were used as negative controls. Quantitative RT-PCR analyses were normalized to Gapdh as the internal control. ANOVA with Bonferroni analysis was performed, *F* = 7.692, ^∗∗^*p* < 0.01, ^∗^*p* < 0.05.

### *Rpph1* Modulates CDC42 Expression Level through miR-330-5p

To examine lncRNA–miRNA interactions in the ceRNA network, we predicted possible MREs in *Rpph1* and identified miR-326-3p and miR-330-5p as potential targets. MiR-330-5p shares eight nucleotide binding sequences with *Rpph1* while miR-326-3p shares seven nucleotide binding sequences (**Figure 4A**). We next cloned WT and mutant *Rpph1* into the psiCHECK2 vector. Plasmids were transfected into HEK 293T cells with empty psiCHECK2 plasmid as a control. Results from Dual Luciferase Reporter Assay showed that both miR-326-3p and miR-330-5p inhibit *Rpph1* WT luminescence activity by 20%. The reduction in luciferase activity was not seen when miRNA binding sequence was mutated (**Figure 4B**). No significant difference was observed between vector control and *Rpph1*-MUT. These results suggest that miR-326-3p and miR-330-5p bind to *Rpph1*.

**FIGURE 4:**
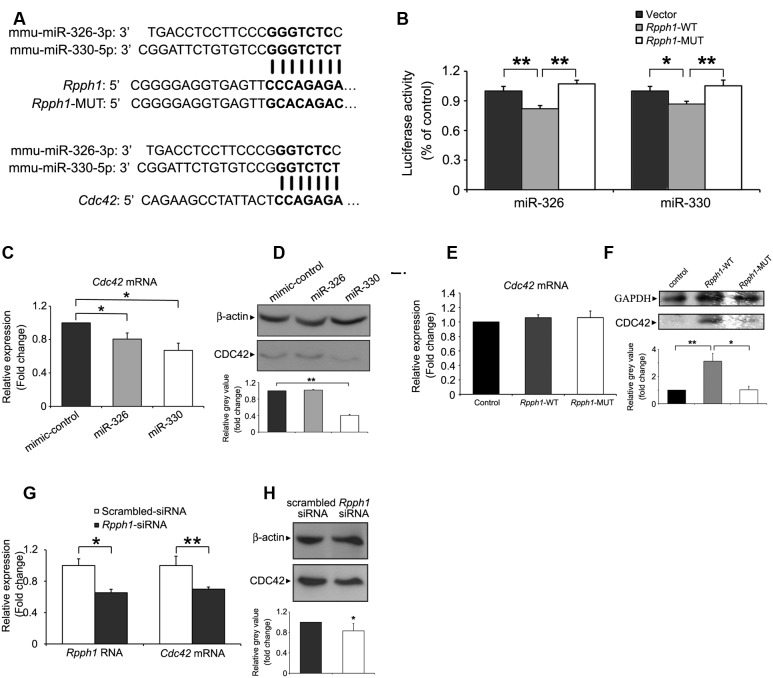
**Targeting the expression of *Rpph1* and CDC42 by miR-326-3p and miR-330-5p.(A)** Predicted binding sequences of miR-326-3p and miR-330-5p to *Rpph1* and CDC42 are shown in bold, as are the mutated sequences in the seed region of *Rpph1*. **(B)** Relative Renilla/luciferase luminescence of a psiCHECK2 vector construct harboring *Rpph1* or mutant *Rpph1* co-transfected with miR-326-3p/miR-330-5p in the HEK 293T cells, with empty psiCHECK2 vector as control. Under the condition of overexpression of miR-326-3p, p (vector/*Rpph1*-WT) = 0.009, p (*Rpph1*-WT/*Rpph1*-MUT) = 0.004, *F* = 13.048, while under the condition of overexpression of miR-330-5p, p (vector/*Rpph1*-WT) = 0.033, p (*Rpph1*-WT/*Rpph1*-MUT) = 0.005, *F* = 9.518. The data were analyzed by ANOVA with Bonferroni analysis. Relative CDC42 mRNA **(C)** or protein **(D)** levels in the Neuro-2a cell line following overexpression of miR-326-3p or miR-330-5p mimic compared to the negative control. Relative CDC42 mRNA **(E)** or protein **(F)** levels in the neuro-2a cells following overexpression of *Rpph1*. P (wt/control) = 0.006, p (wt/mutant) = 0.023, *F* = 8.066. Relative *Rpph1* and *Cdc42* mRNA levels **(G)** or CDC42 protein levels **(H)** were determined following transfection of siRNA-*Rpph1* or control siRNA in Neuro-2a cells. Quantitative RT-PCR and Western blotting in **(C–F)** were normalized to β-actin or GAPDH. Three independent experiments were performed in all tests. ^∗∗^*p* < 0.01, ^∗^*p* < 0.05.

As one miRNA can target various mRNAs, we searched for the mutual protein coding mRNA targets of miR-326-3p and miR-330-5p. Twelve mutual mRNAs were found, among which Cdc42 and Itga5 were implicated in the regulation of actin cytoskeleton. MiR-330-5p has been reported to target CDC42 in human breast cancer cell line MT-1 (Jeyapalan et al., 2011) and colorectal cancer cell SW1116 (Li et al., 2013). Moreover, CDC42 expression level is upregulated in hippocampal pyramidal neurons of AD patients (Zhu et al., 2000). To this end, we further pursued the interaction between *Rpph1*, miR-326-3p/miR-330-5p and CDC42. To confirm that miR-326-3p and miR-330-5p target CDC42 in the neural system, we transfected miRNA mimics and negative controls into Neuro-2a cells and examined the levels of CDC42 mRNA and protein. *Cdc42* mRNA levels were decreased by overexpression of miR-330-5p and miR-326-3p to 37.2 and 20%, respectively (**Figure 4C**). CDC42 protein level was markedly inhibited by miR-330-5p, while miR-326-3p overexpression did not show a significantly inhibitive effect (**Figure 4D**).

We then tested whether *Rpph1* could modulate *Cdc42* mRNA and protein levels. To this end, we cloned WT and mutant *Rpph1* sequence into a pcDNA4A vector and transfected these constructs into Neuro-2a cells. Overexpression of *Rpph1* resulted in significantly elevated level of CDC42 protein (**Figure 4F**) without affecting its mRNA level (**Figure 4E**). Such effect of increased CDC42 protein was not observed when cells were transfected with mutant *Rpph1* (**Figure 4F**). These results suggest that *Rpph1* promotes the expression of CDC42 by impeding miR-330-5p binding. Consistent with this notion, transfection of *Rpph1* siRNA resulted in decreased levels of CDC42 mRNA and protein (**Figures 4G,H**).

### *Rpph1* Promotes the Development of Dendritic Spine Density in Hippocampal Pyramidal Neurons through Upregulation of CDC42

As *Rpph1* is upregulated in 9–12-month-old APPswe/PS1ΔE9 cortices and hippocampi, we hypothesized that it may influence neuronal behavior. To investigate whether the elevation of the *Rpph1* level could lead to any phenotypic changes in neuronal cells, we examined dendritic spine formation in cultured primary hippocampal pyramidal neurons. DIV9 hippocampal neurons were co-transfected with *pcDNA- Rpph1* and *pEGFP* and fixed at DIV15. Dendritic spines that extended 50–150 μm from the soma were observed by confocal microscopy and counted as two separate groups: apical dendrites and basal dendrites. Both apical and basal dendritic spine numbers were increased following the overexpression of *pcDNA- Rpph1* (apical dendritic spine: 28.34 ± 2.98 versus 16.53 ± 1.48; basal dendritic spine: 29.09 ± 2.43 versus 19.75 ± 1.95, Mean ± SEM, *n* = 18–25, ^∗∗^*p* < 0.01) (**Figures 5A,B**). This effect was reversed under overexpression of *pcDNA-Rpph1-mutant* (**Figures 5A,B**). Similar decrease in dendritic spine formation was observed when we knocked down *Rpph1* using siRNA (**Figures 5C,D**).

**FIGURE 5:**
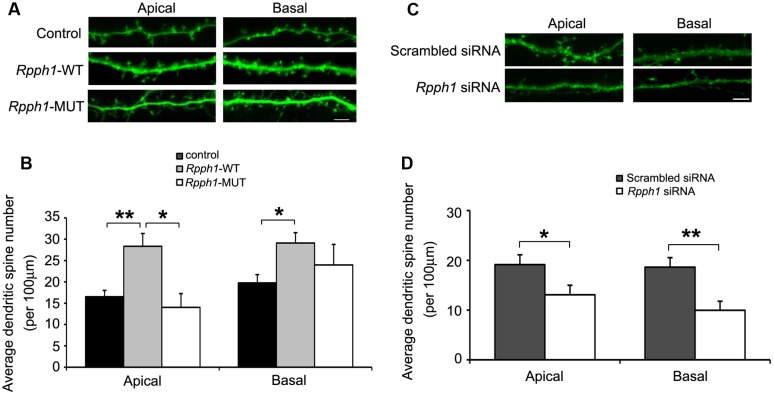
***Rpph1* enhances dendritic spine density in hippocampal pyramidal neurons**.Apical and basal dendritic spines that extended 50–150 μm of the soma were observed in pyramidal neurons **(A,C)**. The average dendritic spine number per 100 μm of dendrites was shown following overexpression of WT or mutant *Rpph1* **(B)** or knocking down of *Rpph1* **(D)** in both the apical and basal dendrites of mouse hippocampal pyramidal neurons. **(A,B)** Apical dendritic spine: p (wt/control) = 0.001, p (wt/mutant) = 0.027, *F* = 8.385; basal dendritic spine: p (wt/control) = 0.018, p (wt/mutant) = 0.45, *F* = 4.022). **(C,D)** p (apical) = 0.042, p (basal) = 0.002. Scale bar = 5 μm, 10–15 transfected neurons were randomly selected in each experiment. Three independent experiments were performed. ^∗∗^*p* < 0.01, ^∗^*p* < 0.05.

## Discussion

Recent studies suggest that RNAs, including lncRNAs, circRNAs, pseudogenes, and mRNAs (Fatica and Bozzoni, 2014), can function as miRNA sponges (Cesana et al., 2011; Kallen et al., 2013; Wang et al., 2013) and endogenously compete with each other through MREs to modulate disease processes (Salmena et al., 2011; Tay et al., 2014), including that of AD (Faghihi et al., 2008; Mercer et al., 2009; Esteller, 2011). Apart from post-transcriptional regulation, epigenetic modifications, such as histone acetylation, also pose a critical role in AD pathogenesis (Chouliaras et al., 2010; Rudenko and Tsai, 2014), making AD a highly complex disease to study. These refined regulatory networks may explain why the isolation of a single component (e.g., β-secretase and apolipoprotein E4) failed to fully explain the whole pathogenesis process of AD (Mullane and Williams, 2013; Spinney, 2014). In this study, we constructed the first AD-related ceRNA network based on the APPswe/PS1ΔE9 transgenic mouse model. A number of AD-related genes were also found in the ceRNA network. Taken together, our analysis suggests potential pathways in a comprehensive ceRNA network, which sheds light on the unknown regulatory pathways in AD. To obtain a better robustness and reliability of the network, we strictly restrained the cutoff values for gene entities and screened mRNA candidates using multiple databases with validated experimental supports. Nonetheless, imperfections still remain in the lncRNA–miRNA interaction prediction databases. For example, a considerable amount of lncRNA inputs did not link with miRNA outputs, which could lower the network’s sensitivity. It is noteworthy that the expression levels of both miR-326-3p and miR-330-5p did not change significantly compared to our previous microRNA-seq study (Luo et al., 2014). In a ceRNA pathway, microRNAs act as mediators between upstream and downstream RNAs, either markedly increasing or decreasing microRNA levels, which may disrupt the balance of ceRNA crosstalk.

*Rpph1* is well-known as an RNA subunit of RNase P, which is responsible for tRNA maturation in all three domains of life: from Achaea to Bacteria and Eukarya (Evans et al., 2006). *Rpph1* has also been used to as an internal control for RNA quantification (Raoul et al., 2005; Page et al., 2011; Soler-Alfonso et al., 2014) However, recent deep sequencing studies showed that *Rpph1* was up-regulated in the human gastric cancer tissues (Xia et al., 2014) and in the neocortex of seizure patients (Lipovich et al., 2012), as well as in cortical samples from the APPswe/PS1ΔE9 mice. Moreover, a biochemical study has shown that RNase P takes part in lncRNA *MALAT1* maturation (Tripathi et al., 2010). The data suggest that *Rpph1* may be involved in the processes of disease progression in animals and humans.

Cell division cycle 42 is a member of the Rho family small guanosine triphosphatases (GTPases) that are involved in cell morphology, migration, and cell cycle progression (Nobes and Hall, 1995; Qiu et al., 1997; Hall, 1998). Multiple lines of evidence show that elevated CDC42 in neurons promotes neurite outgrowth and dendritic spine formation (Brown et al., 2000; Kreis et al., 2007). Synaptic strength and neuronal functions are largely influenced by the size and number of dendritic spines (Penzes and Vanleeuwen, 2011). Notably, researchers have found that CDC42 is upregulated in the hippocampal neurons of Alzheimer’s patients compared to age-matched controls (Zhu et al., 2000).

Synaptic scaling is a compensatory homeostatic mechanism in order to maintain the excitatory response of individual neurons by preventing the catastrophic amnesia associated with synaptic loss during AD progression. This process involves alterations in both neuronal excitability and dendritic architecture (Small, 2004; Abuhassan et al., 2014). Synapse loss is frequently observed in the postmortem brain tissues of AD patients (Scheff et al., 1990; Penzes and Vanleeuwen, 2011). Interestingly, neuropathological studies also found that compensatory changes occurring in AD brains. An example is such changes is the enlargement of the remaining dendritic spines and the consequent maintenance of total synaptic contact area (Scheff and Price, 1993; Fiala et al., 2002). Our study shows that *Rpph1* enhances the expression level of CDC42 and promotes dendritic spine formation by competing for endogenously expressed miR-330-5p. This regulatory loop represents a potential compensatory mechanism in the early stage of AD pathogenesis (Penzes and Vanleeuwen, 2011; Guo et al., 2013).

## Conclusion

We constructed the first ceRNA network based on the APPswe/PS1ΔE9 transgenic mouse model. We propose that one of our tested ceRNA pathways, *Rpph1*/miR-330-5p/CDC42, may be involved in the compensatory behavior of the brain neurons to combat synaptic loss during AD pathogenesis. These findings provide further insight into the pathophysiological mechanism of AD.

## Ethics Statement

APP/PS1 double transgenic mice model and WT C57/BL6 and ICR mice were used in our study. All procedures were approved by the Animal Use and Care Committee of Shenzhen Peking University-The Hong Kong University of Science and Technology Medical Center (SPHMC) (protocol number 2011-004). Considerations and procedures were taken to lower the number of animals to use in the study and lowered the pain of the animals.

## Author Contributions

YC carried out the molecular and cellular studies, participated in the bioinformatics analysis and drafted the manuscript. ZS participated in the bioinformatics analysis and built up the ceRNA network with YC. HJ helped to repeat and confirm the molecular biological data. HL, XY, QW, and YX participated in the animal experiments, including genotyping, phenotype identification, tissue collection and RNA/protein extraction, and helped to revise the manuscript. WZ participated in the design of the study, performed the statistical analysis and helped to revise the manuscript. JW conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AD: Alzheimer’s disease
Aβ: beta amyloid peptide
CDC42: cell division cycle 42
LncRNA: long non-coding RNAs
MiR: MicroRNA
MREs: microRNA response elements
Rpph1: ribonuclease P RNA component H1
RISC: RNAinduced silencing complex

# Supplementary material for: Rpph1 Upregulates CDC42 Expression and Promotes Hippocampal Neuron Dendritic Spine Formation by Competing with miR-330-5p
**Source:** Front Mol Neurosci. 2017 Feb 7;10:27. doi: 10.3389/fnmol.2017.00027
**Supplement:** Table S1 — Primer list.

| Primer name | Primer sequence |
| --- | --- |
| *Rpph1* mouse forward | 5’ -AGTGCGTGTCACTCTTCG- 3’ |
| *Rpph1* mouse reverse | 5’ -TGCTCTCTGGGAACTCAC- 3’ |
| *RPPH1* human forward | 5’ -GAGCTGAGTGCGTCCTGTC-3’ |
| *RPPH1* human reverse | 5’ - TCAGGGAGAGCCCTGTTAGG- 3’ |
| *Gapdh* mouse forward | 5’- AACTTTGGCATTGTGGAAGG-3’ |
| *Gapdh* mouse reverse | 5’- GGATGCAGGGATGATGTTCT- 3 |
| *GAPDH* human forward | 5’- CAGCCTCAAGATCATCAGCA- 3’ |
| *GAPDH* human reverse | 5’- TGTGGTCATGAGTCCTTCCA- 3’ |
| *Cdc42* mouse forward | 5’- CCCTCACACAGAAAGGCCTAAA- 3’ |
| *Cdc42* mouse reverse | 5’- ATGCGTTCATAGCAGCACAC- 3’ |
| Beta actin mouse forward | 5’- GATCAAGATCATTGCTCCTCCTG -3’ |
| Beta actin mouse reverse | 5’- AGGGTGTAAAACGCAGCTCA -3’ |
| siRNA-*Rpph1* | 5’- AAGAGUGACACGCACUCAGCACGUG -3’ |
| Human *APP* forward | 5’- AGG ACT GAC CAC TCG ACC AG - 3’ |
| Human *APP* reverse | 5’- CGG GGG TCT AGT TCT GCA T - 3’ |
| Human *PS1* forward | 5’- AAT AGA GAA CGG CAG GAG CA - 3’ |
| Human *PS1* reverse | 5’- GCC ATG AGG GCA CTA ATC AT - 3’ |
| Mouse *APP* forward | 5’- CTAGGCCACAGAATTGAAAGATCT - 3’ |
| Mouse *APP* reverse | 5’- GTAGGTGGAAATTCTAGCATCATCC -3’ |

Primer list:

How the deposited data were processed for this re-analysis (not part of the article)

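Whole transcriptome sequencing of cortex from 2 APPswe/PS1ΔE9 mice (APP) and 2 WT mice was re-analysed. The authors depleted ribosomal RNA, sequenced strand-specific paired reads, discarded pairs that mapped to ribosomal RNA, aligned the rest with FANSe2 to the Ensembl mouse RNA database with up to 7 mismatches, and deposited the count of reads on each transcript without normalization. The paper's text does not name the Ensembl release or edgeR's test. The deposited log2 fold change, of WT over APP, and the log2 mean CPM over the libraries were computed by the authors with edgeR. The deposited p-value and FDR of each transcript also come from the authors' edgeR comparison. A further 4 columns of values per library were not used.

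The 4 libraries held between 28525117 and 43881196 counts, with a median of 29959050 in APP and 39752212 in WT. The reads carry no molecular identifiers, so limits from counts cover counting error only. The 2 WT columns were matched to their mice by number, and the 2 APP columns only to their group. Transcripts were summed per gene by identifier in GENCODE M21 (GRCm38), which covered 98.2% of them. Features with fewer than 10 counts over the libraries would have been left out, and 0 were. A gene was classed as an mRNA where the deposited type of any of its transcripts was protein coding.

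Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Sequences were compared with blastn 2.17.0. The main comparison was edgeR's quasi-likelihood test with TMM normalization and no covariate, with Benjamini-Hochberg adjustment over 18386 features, an FDR under 0.05 and a fold change of at least 1.5. The common dispersion was 0.00778 and the prior degrees of freedom 6.54. CPM values use the TMM library sizes, and their errors are SDs over 2 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. Log2 values for correlations and comparisons of libraries had a prior count of 2. A group with 3 or fewer counts in each library was treated as being at the limit of detection, and folds against it were computed as lower bounds against that limit.

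The tests were checked on simulated counts of 18376 genes, 200 of them changed and drawn without the genes of few counts. Every gene had the trended dispersion, the same in both groups, so genes with few counts and unequal spread were not covered. The quasi-likelihood test called 0 unchanged genes, edgeR's likelihood ratio test 6, its exact test 9 and DESeq2 0. Of the genes changed by a factor of 2, they called 71%, 75%, 73% and 66%.

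Marker lists for microglia, hypothalamus, immediate-early genes, astrocytes, oligodendrocytes, endothelium, cortical neurons, interneurons, thalamus, striatum and choroid plexus were fixed before the counts were examined but after Supplementary Table S3 had been read. They were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives.

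The other alternatives were DESeq2, edgeR's exact and likelihood ratio tests, library totals without TMM, scaling over protein-coding genes only, at least 10 counts in every library, the study's rule on replicates, a fold change of at least 2, and leaving out each library in turn. Transcripts in place of gene sums, gene classes from GENCODE M21, edgeR's earlier quasi-likelihood method and the sum of Rpph1 with similar genes were added after the data had been seen.

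Genes named in the text were set by a rule made before the counts were examined. They are the 4 seed lncRNAs, Cdc42 and the targets that Supplementary Table S4 gives to both miR-326-3p and miR-330-5p, App, Prnp, Gapdh, Actb, the neighbours of Rpph1 in Figure 3B, and among genes past both cut-offs with non-overlapping groups the 5 lncRNAs and 5 mRNAs of largest log2 fold change. Rprl1, Rprl2, Rprl3, Rmrp, Rpsa, Rn7s1, Rn7sk, Ccl3 and Sim1 were chosen after their values were seen. A further gene of the rule is not reported here. The miRNA targets as a whole were not tested, because Supplementary Table S4 as read here lists 1046 different names against the paper's 1082. The qRT-PCR, cell culture and imaging experiments were not analysed here.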

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

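All the tests of explanations in this part were chosen only after the result was seen. The signals below lie in genes that the paper's text does not discuss.

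Of the genes past both cut-offs, 8 had 3 or fewer counts in each WT library. Lamr1-ps1 was at least 178-fold, Cst7 155-fold, Avp 25.6-fold, Gm5900 22.8-fold, Ccl3 15.1-fold, Sim1 13.7-fold, 1700020N18Rik 7.66-fold and Hcar2 6.72-fold higher in APP on average. With 1 library left out, the bound of Avp fell to 8.12 without APP.4 and rose to 43.1 without APP.3, and the other 7 bounds moved by less than 1.5 times. All of these except 1700020N18Rik are in the study's supplementary tables. No explanation was tested for Ccl3, Gm5900, Hcar2 or 1700020N18Rik.

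Lamr1-ps1 was counted in the APP libraries and had 0 counts in WT. Reads shared with Rpsa, which is 71.7% identical to it, would also appear in WT, where Rpsa had 8365 and 6932 counts, so the total of 0 counts on Lamr1-ps1 in WT argues against them. Lamr1-ps1 ends 4968 bases before Prnp, whose promoter drives the transgenes. A candidate explanation is that sequence next to Prnp was carried with the transgenes, and Prnp rose by 1.71 on the log2 scale while the 3 other genes counted within 200000 bases had log2 fold changes from -0.52 to 0.03. The transgene sequence was not analysed here, so this stays a hypothesis.

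The p-values of marker lists below come from limma's set tests and are adjusted over the 11 lists. The microglial markers, Cst7 among them, were higher in APP for 36 of 36 genes, with a median log2 fold change of 0.93. Their adjusted p was 2.33e-141 with camera, 0.0626 with fry and 0.193 with an estimated correlation. Of these genes 29 are in the study's tables, which were picked from these libraries, and the 7 outside them had a median of 0.51. The number with an adjusted p under 0.05 was 24 over all genes and 33 adjusted over the list alone, which is not independent evidence. A lower share of neurons would raise every other cell type alike. The endothelial markers had a median of -0.063 (camera, adjusted p = 0.532), with quartiles of -0.13 and 0.04 that do not overlap the microglial quartiles of 0.69 and 1.33, which argues against that as the cause. More microglia and a change within microglia both stay open, as does a difference between single mice, since each group had 2.

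The oligodendrocyte markers had a median log2 fold change of 0.43, with 17 of 17 genes higher (adjusted p = 2.49e-19 with camera and adjusted p = 0.132 with fry), and the astrocyte markers one of 0.15, with 13 of 16 higher (adjusted p = 1.10e-10 with camera and adjusted p = 0.0892 with fry). The study's tables hold 4 and 2 of them. Over the members outside those tables, the oligodendrocyte median was 0.40 (camera, adjusted p = 6.91e-11). The astrocyte median was 0.13 and no longer passed (camera, adjusted p = 0.0975). Adjusted p-values under 0.05 numbered 5 and 3 over all genes, and 14 and 5 adjusted over the list alone. None of the 11 lists, of which the hypothalamic and choroid plexus lists had too few counted genes for a set test, had an adjusted p under 0.05 with fry or with an estimated correlation, where the smallest were 0.0626 and 0.193. Without adjustment, fry gave a p under 0.05 for the microglial, thalamus, astrocyte and immediate-early lists, and an estimated correlation for the microglial list. No biological explanation was tested for these lists.

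The hypothalamic markers had a median log2 fold change of 0.57, with 28 of the 34 counted genes higher in APP (adjusted p = 9.87e-17 with camera, adjusted p = 0.0626 with fry). The list names 48 genes, and because so many of them had no value the set tests are treated as void. With the 3 genes at the limit of detection set to their bounds, the median was again 0.57, and it was 0.32 over genes with at least 10 counts in every library. The study's tables hold 13 of the genes, and 7 had an adjusted p under 0.05 over all genes against 19 adjusted over the list alone. Hypothalamic tissue in the APP samples is a candidate explanation for this pattern. The 21 members outside the study's tables had a median of 0.19, with 15 higher. All but 3 of the 34 genes were also above the limit of detection in WT cortex, where their own expression would hide a small share of other tissue. Tissue from the dissection and a change in expression therefore cannot be told apart here.

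Rmrp, an RNA component of a related enzyme, RNase MRP, had a log2 fold change of 0.37 (standard error 0.06, adjusted p = 0.0305 from edgeR's quasi-likelihood test), below the fold change cut-off. Over the other tests its adjusted p ranged from 0.000156 with DESeq2 to 0.0688 with edgeR's likelihood ratio test, and its log2 fold change from 0.31 to 0.43 with each library left out in turn. It is weighed with Rpph1 among the other observations, and no explanation was tested for Rmrp alone.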

How the results depend on the processing

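The alternatives were set before the data were examined, except transcripts in place of gene sums, gene classes from GENCODE M21, edgeR's earlier quasi-likelihood method, the sum of Rpph1 with similar genes, and fry and an estimated correlation for the lists grouped below as other lists. Over the alternatives that keep all 4 libraries, 18 values were counted as moved, all of them numbers of genes or lists that changed past 1.5 times. A further 8 values rose past the threshold and 2 fell below it. Moves of the marker medians are not among the 18. The hypothalamic median was 0.32 and 0.19 in place of 0.57 with the higher filter and outside the study's tables, and the microglial one 0.51 in place of 0.93 outside them. With a library left out, which gives no test, 4 were counted as moved and 2 changed sign. These 4 are the values whose shift reached the larger within-group SD of their log2 values, so the size of a shift alone does not decide. The hypothalamic median without WT.1 (0.64) was among them, and Rpph1 without APP.3 (0.31 in place of 0.62) was not.

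The number of differentially expressed genes, 162 with edgeR's quasi-likelihood test, was 353 with its exact test, of which 30 were lncRNAs, 3 mid-size ncRNAs and 320 mRNAs. It was 391 with the likelihood ratio test, of which 37 were lncRNAs, 4 mid-size ncRNAs and 350 mRNAs. A fold change of at least 2 left 91 genes, 86 of them mRNAs, by its construction. Over transcripts in place of gene sums the number was 303, with 34 lncRNAs, 1 mid-size ncRNA and 268 mRNAs. Requiring at least 10 counts in every library left 2 lncRNAs, since it removes genes with few counts in 1 group. The cause was not tested for the tests or for transcripts. In the simulated counts the exact and likelihood ratio tests called more unchanged genes. The total stayed between 147 and 202 with DESeq2, library totals, protein-coding scaling, the higher filter, the rule on replicates and the earlier quasi-likelihood method. The number of the study's listed genes called rose from 157 to 316 with the exact test.

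With both the exact and the likelihood ratio test, Rpph1 (log2 fold change 0.62), C030034L19Rik (4.33), Gm15477 (-1.34) and A830012C17Rik (3.31) passed the cut-offs, which they did not with the quasi-likelihood test. The cause was not tested. The fitted values of C030034L19Rik and A830012C17Rik depend on the prior count and are no bounds, and DESeq2 gave neither an adjusted p. The filter of at least 10 counts in every library left no value for either. The summed counts of Rpph1 and similar genes gave 0.40 (adjusted p = 0.0593 from edgeR).

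With each library left out in turn, the log2 fold change ran from 0.31 to 0.88 for Rpph1, from 3.06 to 6.37 for C030034L19Rik, from -1.89 to -0.93 for Gm15477 and from 2.62 to 3.77 for A830012C17Rik. For Cdc42 it ran from -0.12 to 0.052, and the sign changed without APP.4 (0.052) and without WT.2 (0.016). The medians ran from 0.53 to 0.64 for hypothalamic markers, from 0.79 to 1.06 for microglial markers and from -0.44 to -0.32 for immediate-early genes. Rpph1 was below the fold change cut-off without APP.3 (0.31) and without WT.1 (0.57). These fits have 1 library in a group, so they give no calls.

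With an estimated correlation, the immediate-early genes (-0.41) no longer passed a p of 0.05 without adjustment over the lists, as they did with camera and fry. The same change for the hypothalamic markers (0.57) is not read, since too few of their listed genes had a value and their set tests are void. Of the other lists, 3 passed with the preset correlation, 0 under fry and 0 with an estimated correlation after adjustment over the lists. These alternatives take the correlation between genes from 4 libraries.

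No paired analysis was possible because the APP libraries carry the numbers 3 and 4 and the WT libraries 1 and 2, so the planned replicate block was not run. Leaving out the filter on counts removed 0 genes and tests nothing. The depth limits genes with few counts, such as C030034L19Rik and A830012C17Rik, to lower bounds.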

Differences from the paper's values

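The number of differentially expressed lncRNAs was 5 against the paper's 47, in classes that differ. Of the 46 listed lncRNAs matched here, 24 have a protein-coding transcript and were counted as mRNAs, and 13 of the listed lncRNAs passed the same test, 10 of them in the mRNA class. With classes from GENCODE M21, an alternative chosen after seeing the values, the number was 7. Of the alternatives set before the data were examined, edgeR's likelihood ratio test gave 37, within 1.5 times the paper's number, and the others did not, with 30 under the exact test, 7 under DESeq2, and 5 or fewer under the rest. Over transcripts, an alternative chosen after seeing the values, it was 34. The number of mid-size ncRNAs was 0, with 12 past the fold change at an unadjusted p under 0.05, against the paper's 3. The exact test gave 3 and the likelihood ratio test 4, and the other alternatives set before the data were examined gave 0. Of the 3 in the study's table (Gm22513, Gm25360 and Gm25813), 0 had both APP libraries above both WT libraries, on its values or on the counts here. For Gm25360 the study's values hold a tie, at -4.12 in 1 APP library and in both WT libraries. The study's rule on replicates, as worded, removes a ratio under 1 and so does not remove a tie. In the study's values, each was above both WT libraries in only 1 APP library. The number of mRNAs, with the same limit on the classes, was 157 against the paper's 286. DESeq2 gave 195, the exact test 320 and the likelihood ratio test 350, all within 1.5 times the paper's number, and the others between 86 and 175 did not. Over transcripts, chosen after seeing the values, it was 268. The authors' deposited comparison was made over transcripts and the counts here are sums per gene, so the units differ too. Over transcripts, the quasi-likelihood test gave a total of 303.

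The authors' deposited table holds 434 transcripts past both cut-offs, 387 higher and 47 lower in APP. edgeR's exact test, run on the same transcripts, called 434, all of them shared with the authors' deposited table. The largest difference was 0.00202 in log10 p. The deposited comparison is thus that of the exact test over transcripts, and the main comparison here differs from it in both test and unit. How the authors went from 434 transcripts to the 336 genes they list was not tested.

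The paper lists Rpph1, C030034L19Rik, Gm15477 and A830012C17Rik as differentially expressed. With edgeR's quasi-likelihood test none of these 4 passed an FDR of 0.05, with adjusted p-values from 0.114 to 0.210, though all 4 had an unadjusted p under 0.05, and with its exact and likelihood ratio tests all 4 passed. Of the 336 genes in the paper's tables, 157 passed both cut-offs, against 192 with DESeq2, 316 with the exact test and 320 with the likelihood ratio test.

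The paper states, from qRT-PCR in a larger group of mice, that Gm15477 is higher in APP cortex. In the libraries here its log2 fold change was -1.34. The paper's Supplementary Table S2, from the same sequencing, also has it lower in APP, at -1.34. The paper also states, again from qRT-PCR in a larger group of mice, that Cdc42 is higher in APP cortex. In the libraries here its log2 fold change was -0.03 (standard error 0.08, adjusted p = 0.918 from edgeR's quasi-likelihood test). By qRT-PCR the paper has Rpph1 higher in APP cortex and hippocampus too. In the libraries here Rpph1 was also higher on average, with a log2 fold change of 0.62 that did not pass the FDR in the main test.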

Other observations

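All the tests of explanations in this part were chosen only after the result was seen, except those of library size and of the trend with GC content and transcript length.

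Rpph1 was higher in APP.3 than in APP.4 by 0.57 on the log2 scale. Rprl1, Rprl2 and Rprl3 are similar to Rpph1 over 257 nucleotides, with an identity that is lowest for Rprl1 at 83.7%. They took 0.0954% of the summed counts of the 4 genes in APP.3 but 22.1% in APP.4, 23.1% in WT.1 and 22.9% in WT.2. Of the 220 windows of 100 nucleotides in Rpph1, 48.2% lie within the 7 mismatches allowed by the alignment of Rprl3. Reads shared between these genes, counted differently in APP.3, are a candidate explanation, since the log2 ratio of APP.3 to APP.4 was 0.21 for the sum of the 4 genes. What set APP.3 apart was not tested.

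Shared reads as the whole cause of the difference between APP and WT are argued against by the sum, whose log2 fold change was 0.40 (standard error 0.08, unadjusted p = 0.000877 and adjusted p = 0.0593 from edgeR). Short RNAs as a class kept better in the APP libraries are argued against by 35 other non-coding RNAs of 100 to 400 nucleotides, whose median log2 fold change was 0.087, with quartiles of -0.0019 and 0.18, and 1 of which was as high as the sum. The most abundant of them, Rn7s1 and Rn7sk, had log2 fold changes of 0.13 and 0.03. Rmrp, which is near Rpph1 in length and abundance, goes the other way, with 0.37 (standard error 0.06), close to the sum, so a technical cause that acts on Rpph1 and Rmrp but not on the class stays open. A trend with GC content and transcript length is argued against by a log2 fold change of 0.61 for Rpph1 after its removal. A difference between the genotypes and one between single mice stay open as well.

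The reverse primer given for Rpph1, TGCTCTCTGGGAACTCAC, also occurs without mismatch in Rprl2 and Rprl3, while the forward primer, AGTGCGTGTCACTCTTCG, has 2 mismatches to each of them and 3 to Rprl1. The element CCCAGAGA occurs in all 3 genes.

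More genes were higher (155) than lower (7) in APP with edgeR's quasi-likelihood test. The numbers were 191 and 11 with DESeq2, 323 and 30 with edgeR's exact test, and 351 and 40 with its likelihood ratio test. Over transcripts they were 281 and 22. The imbalance kept its direction in these, with a larger share of lower genes or transcripts. With the libraries thinned to one total, the median over 5 draws was 157 higher and 7 lower, which argues against library size as the cause. After removal of the trend with GC content and length, 148 were higher and 10 lower, which argues against that trend as the cause. With scaling over protein-coding genes 156 were higher and 7 lower. That scaling moved the median log2 fold change only from -0.0055 to -0.0039, so it cannot decide whether a few abundant genes were the cause. Of the 3 splits of the 4 libraries into pairs, only 1, the real one, gave as many genes as 162, and each of the others gave 1. With 3 splits this share cannot fall under 0.333, so chance cannot be told apart by it.

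The immediate-early genes had a median log2 fold change of -0.41, with 1 of 28 higher in APP (limma's set tests, adjusted over the lists, adjusted p = 4.14e-19 with camera and adjusted p = 0.0988 with fry). The study's tables hold 4 of them, and the others had a median of -0.40. The number with an adjusted p under 0.05 was 5 over all genes and 16 adjusted over the list alone. The cortical neuron markers had a median of -0.16, with 4 of 18 higher (adjusted p = 0.000967 with camera and adjusted p = 0.189 with fry), and numbers of 0 over all genes and 2 adjusted over the list alone. A lower share of neurons and a change in neuronal activity cannot be told apart, since in APP.4 the medians of the lists were close, at -0.32 and -0.27 against the WT mean, although in APP.3 they were -0.44 and -0.09.

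The striatal markers had a median log2 fold change of -0.02 between the groups (camera, adjusted p = 0.818), but all 14 were lower in APP.3 than in APP.4, with a median log2 ratio of -1.14. Against the WT mean the median was -0.70 in APP.3 and 0.47 in APP.4. Less striatal tissue in the dissected APP.3 sample is a candidate explanation, since the median log2 ratio of APP.3 to APP.4 was 0.14 for cortical neuron markers. A difference between the APP mice themselves was not tested.

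Of the remaining lists, the thalamus markers had a median of 0.36 (camera, adjusted p = 0.0795), the interneuron markers -0.090 (camera, adjusted p = 0.287) and the choroid plexus markers -0.087 (camera, adjusted p = 0.976). The choroid plexus list had values for 7 of its 14 genes, so its test is void. The study's tables hold 1 thalamus and 1 interneuron gene, and 0 of the choroid plexus, endothelial, striatal and cortical neuron genes. Without that gene, the thalamus median was 0.18 (camera, adjusted p = 0.174). The interneuron median without its gene was -0.094 (camera, adjusted p = 0.0381), so that result depends on 1 gene. Adjusted p-values under 0.05 numbered 0 for thalamus and 1 for interneurons over all genes, and 3 for each adjusted over the list alone.

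Of the 12 targets that Supplementary Table S4 gives to both miR-326-3p and miR-330-5p, 11 were counted, and 6 were higher and 5 lower in APP. The number past both cut-offs was 0, with 1 at an unadjusted p under 0.05. Their log2 fold changes ran from -0.14 for Ggt7 to 0.79 for Itga5, and their lowest adjusted p was 0.343 (edgeR's quasi-likelihood test). With 1 library left out, those of Cdc42, Fndc3a, Iqsec3, Ppp1r3f, Srpr, Tnc and Zscan22 changed sign. Only Ggt7, Hnrnpa2b1, Itga5 and Mms19 kept theirs, so the split into higher and lower is not stable. Of the neighbours of Rpph1 in Figure 3B, Ttc5 had a log2 fold change of -0.12, Ccnb1ip1 -0.28, Parp2 0.017 and Tep1 0.37. With 1 library left out, those of Ccnb1ip1 ran from -2.08 to 0.47 and those of Parp2 from -0.23 to 0.22, so neither has a stable direction.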
